# Sex Specific Gene Regulation and Expression QTLs in Mouse Macrophages from a Strain Intercross

**DOI:** 10.1371/journal.pone.0001435

**Published:** 2008-01-16

**Authors:** Jeffrey M. Bhasin, Enakshi Chakrabarti, Dao-Quan Peng, Aneesh Kulkarni, Xi Chen, Jonathan D. Smith

## Abstract

**Background:**

A powerful way to identify genes for complex traits it to combine genetic and genomic methods. Many trait quantitative trait loci (QTLs) for complex traits are sex specific, but the reason for this is not well understood.

**Methodology/Principal Findings:**

RNA was prepared from bone marrow derived macrophages of 93 female and 114 male F_2_ mice derived from a strain intercross between apoE-deficient mice on the AKR and DBA/2 genetic backgrounds, and was subjected to transcriptome profiling using microarrays. A high density genome scan was performed using a mouse SNP chip, and expression QTLs (eQTLs) were located for expressed transcripts. Using suggestive and significant LOD score cutoffs of 3.0 and 4.3, respectively, thousands of eQTLs in the female and male cohorts were identified. At the suggestive LOD threshold the majority of the eQTLs were trans eQTLs, mapping unlinked to the position of the gene. Cis eQTLs, which mapped to the location of the gene, had much higher LOD scores than trans eQTLs, indicating their more direct effect on gene expression. The majority of cis eQTLs were common to both males and females, but only ∼1% of the trans eQTLs were shared by both sexes. At the significant LOD threshold, the majority of eQTLs were cis eQTLs, which were mostly sex-shared, while the trans eQTLs were overwhelmingly sex-specific. Pooling the male and female data, 31% of expressed transcripts were expressed at different levels in males vs. females after correction for multiple testing.

**Conclusions/Significance:**

These studies demonstrate a large sex effect on gene expression and trans regulation, under conditions where male and female derived cells were cultured ex vivo and thus without the influence of endogenous sex steroids. These data suggest that eQTL data from male and female mice should be analyzed separately, as many effects, such as trans regulation are sex specific.

## Introduction

The combination of quantitative trait locus (QTL) mapping and gene expression profiling allows for the identification of expression quantitative trait loci (eQTLs), which are loci associated with the expression of each transcript. This method was first applied to a yeast strain intercross, where both cis-acting and trans-acting loci were identified associated with the expression level of hundreds of transcripts [1]. eQTL analysis was applied to mouse tissues from an F_2_ cohort derived from a strain intercross yielding thousands of eQTLs, which were distributed non-randomly over the genome yielding hotspots that each contained hundreds of eQTLs [2]. eQTLs have also been described using human lymphoblastoid cell lines from defined pedigrees [2]–[4]. This methodology has been used, in so-called ‘genetical-genomics’ studies [5], as an aid to identify candidate genes for complex phenotypic traits, such as obesity, in mouse strain intercross studies [6]–[9]; and, it has been a major shortcut in the identification of QTL causative genes, for example the identification of ABCC6 as the gene responsible for dystrophic cardiac calcification in DBA/2 mice [10].

Sex specific effects are quite common in mouse studies, for example PPARγ agonist treatment reduces atherosclerosis lesion areas in male, but not female, LDL receptor-deficient mice [11]. Similarly, gene expression studies in male and female F_2_ mice have shown a large degree of sexually dimorphic gene expression in liver, adipose tissue, muscle, and to a lesser extent in brain [12], [13]. Mouse phenotypic QTLs, such as gonadal fat pad mass [12] or atherosclerotic lesion areas [14], [15], are also commonly sexually dimorphic, with many specific QTLs found in only male or female cohorts. Likewise, many mouse tissue eQTLs are also sexually dimorphic [12], [13]. Prior mouse eQTL studies employed freshly isolated tissues, thus, many sexually dimorphic effects on gene expression could be due to exposure to the different hormonal milieu in male and female mice. In the current study, we employed bone marrow derived macrophages from a mouse strain intercross that was cultured 2 weeks *ex vivo*. We still found that many eQTLs are sex specific, and remarkably, that 30% of expressed genes were differentially expressed in female vs. male macrophages, suggesting that a large extent of sexually dimorphic gene expression may be directly dependent on X and Y chromosome dosage, rather than on the hormonal environment.

## Results

### Suggestive eQTLs

Microarray (Affymetrix 430v2) gene expression data were obtained from bone-marrow derived macrophages of 93 female and 114 male F_2_ mice derived from a strain intercross between apoE-deficient mice on the AKR and DBA/2 backgrounds. 

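Macrophages were grown from the bone marrow of each mouse, and the RNA of each mouse was hybridized to 1 array, so that every signal below is 1 measurement in 1 mouse. Xist RNA, which is made from the inactive X chromosome, and Ddx3y RNA, which is made from the Y chromosome, were read first as a check of the labels. Each of the 93 females had a higher Xist signal than every male, and each of the 114 males had a higher Ddx3y signal than every female. No pair of arrays held identical values. The deposited values are MAS5 signals on a linear scale for 45037 probe sets and 64 control probe sets, from 0.1 to 67866.1 MAS5 units. The authors scaled each array to its whole chip, and the mean of the signals of every array, after the highest and lowest 2% were left out, was 500. The signals were used as deposited, on the linear scale and without further normalization. The number of arrays limits the precision of the group means, and the signal of weak transcripts approaches the background of the array. The median signal of an array was 61.5 MAS5 units in females (median over the mice, range 51.1 to 112.4) and 65.5 in males (54.7 to 122.3). A signal above 100 was found for 18843 probe sets in the median female and 19121 in the median male. The labels give each mouse a code that ends in a number, from 33 to 126 in females and from 9 up in males, and do not say what the number stands for. No paired analysis was possible because a code names a single mouse and pairs no female with a male. The signals of genes of cell division, such as Mki67, Top2a and Cdk1, fell as the number rose in both sexes: the signal of Top2a was 1097 ± 728 (SD, n = 46) in the lower-numbered females and 275.5 ± 140.1 (n = 47) in the higher-numbered females, and 1258 ± 803 (n = 57) and 307.9 ± 136.1 (n = 57) in the corresponding males. The first principal component of the tested transcripts (log2 of the signal + 1) held 24.8% of the variance in females and 24.5% in males. Its Spearman correlation with the number was 0.885 in females and 0.881 in males, and its Pearson correlation was 0.859 and 0.886 (permutation p = 1e-05 for each, the smallest that 100000 permutations give, for 4 correlations computed). In males the Spearman correlation was 0.652 with every array scaled to the same median and 0.483 without a signal minimum. Without the 2 mice farthest from the median number, Pearson's r was 0.849 in females and 0.883 in males. In 24 males, numbered 55 to 78 without a gap, the array medians were 76 to 122.3, against 54.7 to 78.9 in the other 90 males. These males were picked as the consecutively numbered males whose array medians differed most from those of the others. No such search was made in the females, so a similar set of females is not excluded.

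**Figure D1:**
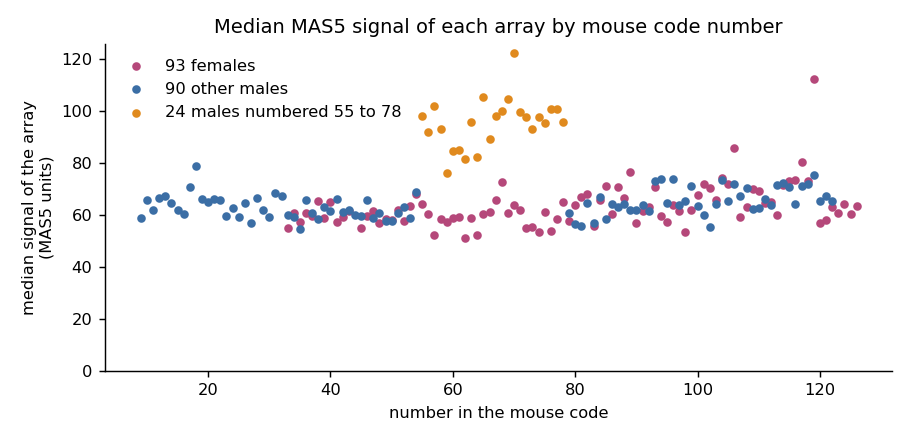
Median signal of each array, in MAS5 units, against the number in the mouse code, for 93 females, 90 males and the 24 males numbered 55 to 78. Each point is 1 mouse. The 24 males lie at 76 to 122.3, and the other males at 54.7 to 78.9.

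**Figure D2:**
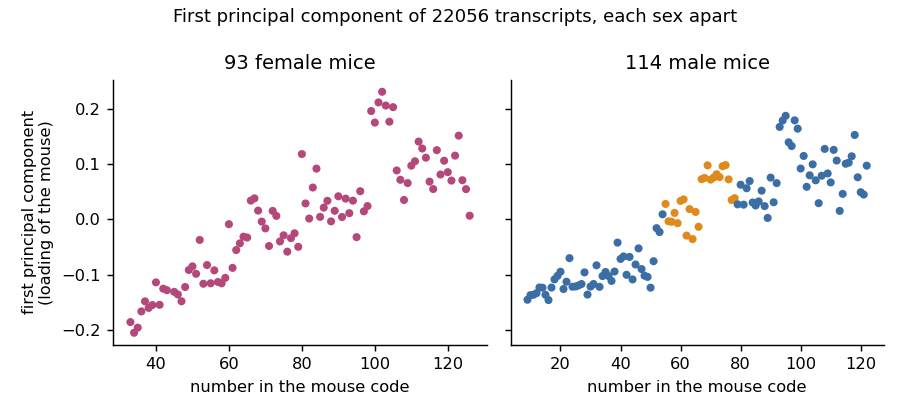
Loading of each mouse on the first principal component of the tested transcripts, computed in each sex apart, against the number in the mouse code. Each point is 1 mouse, and the males numbered 55 to 78 are in orange. The loadings follow the number with a Spearman correlation of 0.885 in females and 0.881 in males, the latter falling to 0.483 without a signal minimum.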

Since gene expression in somatic mouse tissues is highly sex specific [12], [13], we analyzed eQTLs separately in males and females. We limited our analysis to transcripts that were expressed in at least 1/3 of the samples within each sex, using this liberal cut off so as not to omit transcripts that expressed in only one of the parental strains. The female sample had 21,798 expressed transcripts, with 17,986 (82%) of these transcripts expressed in at least 75% of the female samples. Due to presence of multiple probes for some genes, these 21,798 transcripts represent only 11,531 unique genes. We used the gene expression of each of these transcripts as a phenotype, along with a high density genome scan composed of 1,967 informative SNPs on a mouse SNP chip [15], to identify eQTLs associated with the expression level of each transcript in a genome-wide method of generating LOD plots for expression of each transcript across the mouse genome. We used an initial suggestive LOD cutoff of ≥3.0. With 2 degrees of freedom, this suggestive LOD threshold corresponds to a nominal p-value of 1×10^−3^ [16]. We calculated a genome wide p-value of 0.25 for this LOD threshold by 1000 permutations each of 10 randomly selected female eQTLs with a LOD score of 3.00. We identified a total of 9,308 eQTLs in the female mice that met this suggestive LOD threshold, and applying our genome wide p-value at this threshold, we expect ∼7000 of these eQTLs to be authentic. We characterized as cis eQTLs those in which the eQTL mapped on the same chromosome and within 20 Mb of the transcript location on the mouse genome. All of the remaining eQTLs were identified as either trans eQTLs (eQTL maps at a different locus than the transcript), or ambiguous eQTLs for which the Affymetrix probe target sequence matched to more than one genomic location. There were 1,859 cis eQTLs in the female mice, representing 20% of the total eQTLs, and their average LOD score was 8.77. There were 6,117 trans eQTLs in the female mice, representing 66% of the total eQTLs, and their average LOD score was 3.55. We also identified 1332 ambiguous eQTLs, representing 14% of the total eQTLs, with an average LOD score was 5.08. Table 1 provides a summary of the eQTL findings, and Supplemental Table S1 gives the details of each of the 9,308 female eQTLs, arranged by the genomic location of the eQTL.

**Table 1:** eQTL summary in female and male F_2_ mice

	Females		Males (autosomes, X Chr)		Males Y Chr	
	***Count***	***Ave. LOD***	***Count***	***Ave. LOD***	***Count***	***Ave. LOD***
**LOD 3.0**						
Total eQTLs	9,308	4.81	12,361	4.78	1,145	4.06
Cis eQTLs	1,859 (20.0%)	8.77	1,990 (16.1%)	9.46	4 (0.35%)	5.71
Trans eQTLs	6,117 (65.7%)	3.55	8,625 (69.8%)	3.64	1,026 (89.6%)	4.07
Ambiguous eQTLs	1,332 (14.3%)	5.08	1,746 (14.1%)	5.07	115 (10.0%)	3.96
**LOD 4.3**						
Total eQTLs	2,177	9.38	2,988	8.95	334	5.30
Cis eQTLs	1,321 (60.7%)	10.89	1,445 (48.4%)	11.67	2 (0.60%)	7.86
Trans eQTLs	526 (24.2%)	5.14	1,086 (36.4%)	5.06	309 (92.5%)	5.29
Ambiguous eQTLs	330 (15.1%)	10.13	457 (15.3%)	9.6	23 (6.9%)	5.34

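The male F2 mice carry AKR and DBA/2 alleles on the autosomes in all 3 genotype classes, and a single X chromosome of either strain. The genotypes of the 114 males at 1967 markers were read from the deposited table, which gives a class code per mouse and marker and was made by the authors from a 5K SNP chip on spleen DNA. There were 1921 markers on the autosomes, 49 to 167 per autosome, and 46 on the X chromosome. Over the autosomes, 23.1% of the genotypes were homozygous for AKR, 51.3% were heterozygous and 25.6% were homozygous for DBA/2. A male was heterozygous at 29.7% to 86.8% of the autosomal markers, with a median of 50.5%. On the X chromosome 48.97% of the genotypes were AKR and 51.03% were DBA/2, and none was heterozygous. Of all genotypes 1.297% were missing. The paternal grandmother, as the table gives it, was AKR for 77 males and DBA/2 for 37. At marker rs13475851 on chromosome 1, at 48.59 Mb, 33 males were homozygous for AKR, 53 were heterozygous and 26 were homozygous for DBA/2, and 2 had no genotype. The table names the mice by codes that are not the codes of the arrays, so no genotype could be set beside an expression value, and LOD scores were not recomputed.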

A similar eQTL analysis was performed for the male cohort with 21,733 expressed transcripts (representing 11,557 unique genes), with 17,632 (81% of these transcripts) expressed in at least 75% of the male samples. For the 19 autosomes and the X chromosome, we identified 12,361 eQTLs with a LOD score of ≥3.0. We calculated a genome wide p-value of 0.25 for this LOD threshold by 1000 permutations each of 10 male eQTLs with a LOD score of 3.00. There were 1,990 cis eQTLs, representing 16% of the total male eQTLs, and their average LOD score was 9.46. There were 8,625 trans eQTLs, representing 70% of the total eQTLs, and their average LOD score was 3.64. There were also 1,746 ambiguous eQTLs, representing 14% of the total, with an average LOD score of 5.07. As our strain intercross used males from both strains, we also looked for eQTLs due to the grandparental Y chromosome, and we detected 1145 that met the LOD>3.0 threshold. 90% of these were trans eQTLs, 10% were ambiguous eQTLs, with only 4 potentially cis eQTLs, associated with probes mapping to the Y chromosome (Table 1). Supplemental Table S2 provides the details of each of the male eQTLs.

Overall, as seen in prior eQTL studies using a liberal LOD threshold [2], [12], there were many more trans eQTLs observed in both the female and male cohorts, but these had lower LOD scores than the cis eQTLs, presumably due to the more direct effect of cis variation in regulatory or transcribed regions on gene expression or mRNA stability.

### eQTL Hotspots

We examined the distribution of these suggestive eQTLs over the mouse genome in partially overlapping 20 Mb bins. There were non-random distributions in both female and male cohorts. In the female samples there were 11 hotspots of eQTLs, each having over 200 eQTLs (>2% of all female eQTLs), with the largest peak on chromosome 7 in a bin that had 339 eQTLs (Figure 1A). There were 2 hotspots on the X chromosome in the females, and overall there were 861 eQTLs on the X chromosome (11 cis, 698 trans, and 170 ambiguous). In the males there were 13 hotspots with over 200 eQTLs (Figure 1B). The male data yielded three super hotspots each containing between 8.5 to 11.5% of all the male eQTLs, one near the proximal end of chromosome 1 containing 1316 eQTLs, one on chromosome 16 containing 1434 eQTLs, and one for the entire Y chromosome containing 1145 eQTLs (Fig 1B). Gene ontology analysis did not detect over representation in any functional group of the transcripts in the chromosome 1 and 16 eQTL hotspots compared to all male eQTLs. For the transcripts associated with the Y chromosome eQTL hotspot compared to all eQTL associated transcripts on the autosomes and the X chromosome, the gene ontology analysis found several over represented classes including the chromosome and extracellular cellular components, the cell cycle M phase and DNA metabolic biological processes, and the microtubule motor activity molecular function (see Supplemental Table S3 for full list and P values). There was only limited overlap of the eQTL hotspot positions in females and males, near the distal ends of chromosome 1 and 4, and near the proximal end of chromosomes 7 and 13. Interestingly, there were only 46 eQTLs in the male cohort that mapped to the X chromosome (20 cis, 11 trans, and 15 ambiguous), showing an unexpectedly large difference compared to the female cohort where 861 eQTLs mapped to the X chromosome.

**Figure 1:**
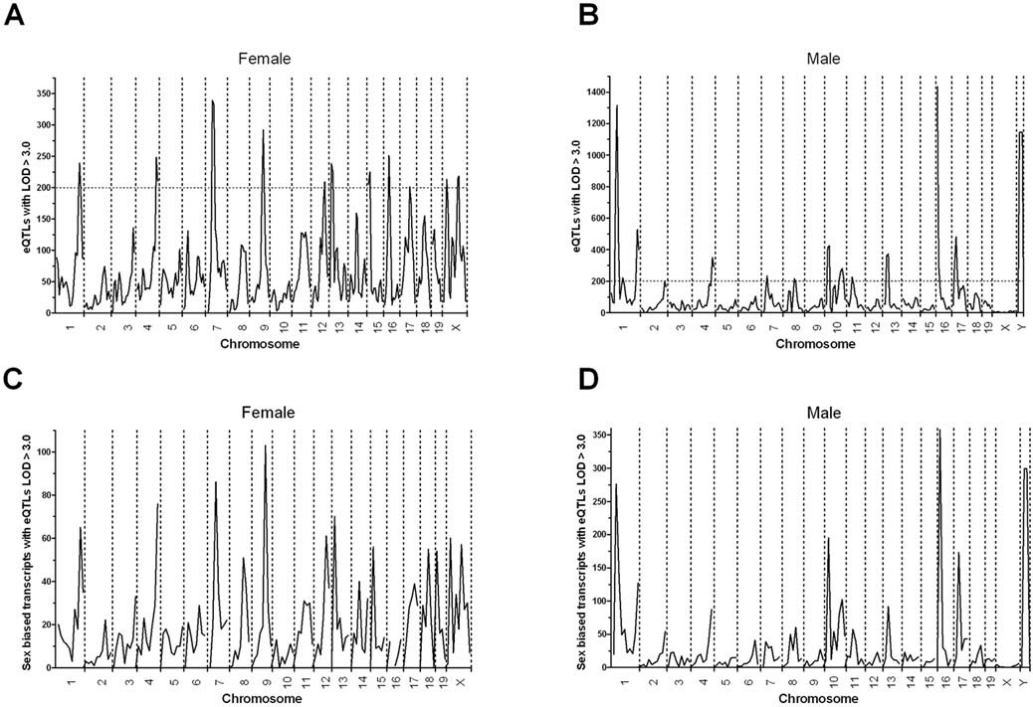
Genomic location of eQTLs. Bone marrow derived macrophage eQTLs with LOD≥3.0 were mapped to partially overlapping 20 Mb bins in female (A) and male (B) F_2_ mice. The horizontal dotted line denotes the arbitrary cutoff for eQTL hotspots. eQTLs for sex biased transcripts with LOD≥3.0 were mapped to partially overlapping 20 Mb bins in female (C) and male (D) F_2_ mice.

In order to identify potential candidates responsible for the two male autosomal super hotspots, we examined cis eQTLs that mapped to these hotspots and had a LOD score of ≥5.5. We then correlated the expression levels of each of these cis eQTLs with the expression of the trans eQTLs that mapped precisely to the most common marker for trans eQTLs in these region. 

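The 8 chromosome 1 candidates of Table 2 that are reported here encode proteins of the secretory pathway (Lman2l, Unc50), of heparan sulfate synthesis (Hs6st1), of the actin cytoskeleton (Abi2, Raph1) and of transforming growth factor beta signalling (Tgfbrap1), besides Nif3l1 and a probe set the paper lists as unknown. Their signals in the macrophages of 114 males were correlated with those of the transcripts whose trans eQTL mapped to rs13475851 in Table S2, of which the first part is held here. There were 448 such transcripts, and 308 of them had a mean male signal above 150 MAS5 units, as the paper's Table 2 requires. The mean Pearson correlation over the 308 transcripts was 0.298 for Lman2l, 0.289 for Hs6st1, 0.261 for Nif3l1, 0.232 for the unknown probe set and 0.212 for Tgfbrap1. It was -0.236 for Abi2, -0.214 for Unc50 and -0.207 for Raph1. The mean Spearman correlation was smaller for all 8, from 0.161 for Nif3l1 to 0.216 for Lman2l among the positive ones and from -0.129 for Unc50 to -0.177 for Abi2 among the negative ones. For all 8 candidates the permutation p was 0.001 for both correlations, also when adjusted over the 8 (2-sided, the smallest that 1000 permutations of the mice give). The paper chose these candidates by the same correlation in the same males, so this p is not independent evidence. The permutation also treated all males as exchangeable, which the separate groups of males given below are not. Without the 2 males with the signals farthest from the median, Pearson's mean r was 0.295 for Lman2l and 0.271 for Hs6st1. For each candidate 234 or 235 of the 308 transcripts had a correlation of the sign of its mean, and 229 did so for all 8 candidates at once. Ddx5, with the highest LOD score of the 308 in Table S2, had a signal of 476 ± 178 (SD, n = 114) and a correlation of 0.648 with Lman2l and -0.456 with Abi2, and Nptn, with 8802 ± 1699, one of 0.604 with Lman2l and -0.539 with Abi2. Pde6d went the other way, with a correlation of -0.454 with Lman2l and 0.509 with Abi2. Of 31 cis eQTL probe sets with a LOD score of at least 5.5 within 20 Mb of the marker, 28 had a mean male signal above 150, and 9 of these had a mean correlation above 0.2 in size. Among 16792 other tested transcripts above the same signal 19.9% had one above 0.2, and among all 21748 others 23.0%. The males fell into separate groups on the 308 transcripts, the 24 males numbered 55 to 78 and the other 90, so that the correlations over all males also hold the difference between these groups, and they did not hold within either group. Among the 90 males the mean correlation was 0.00942 for Lman2l, -0.0325 for Hs6st1, 0.0271 for Nif3l1, -0.0127 for Abi2, -0.0112 for the unknown probe set, 0.0140 for Raph1, 0.0227 for Tgfbrap1 and 0.0223 for Unc50. Among the 24 males it was -0.0300 for Lman2l, 0.0762 for Hs6st1, 0.129 for Nif3l1, -0.0470 for Abi2, -0.0367 for the unknown probe set, -0.0485 for Raph1, 0.1004 for Tgfbrap1 and -0.109 for Unc50. Of the other transcripts above 150 MAS5 units 0% had a mean correlation above 0.2 in size among the 90 males. The low means there are therefore not particular to the candidates.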

We found nine cis eQTLs probes on chromosome 1 whose expression had an average absolute value correlation coefficient >0.20 with 308 trans eQTLs at that locus; and, we found three chromosome 16 cis eQTLs whose expression had an average absolute value correlation coefficients >0.2 with 379 trans eQTLs at that locus. Each of these cis eQTLs, listed in Tables 2 and 3, respectively, are candidate genes whose expression is strain dependent that could be responsible for mediating the trans regulation of ∼1000 other genes.

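Lman2l, Hs6st1 and the unknown probe set of Table 2 were higher, and Abi2 and Raph1 lower, in the 24 males numbered 55 to 78 than in the other 90 males. Lman2l had a signal of 966 ± 136 (SD, n = 24) against 719.3 ± 96.8 (n = 90), with a Bonferroni-adjusted p of 6.39e-07 (Mann-Whitney test over 22056 transcripts). Hs6st1 had 453.2 ± 111.98 against 302.7 ± 61.9 (adjusted p = 0.000129), and the unknown probe set had 605 ± 126 against 448.8 ± 84.6 (adjusted p = 0.000516). Raph1 had 447 ± 124 against 824 ± 313 (adjusted p = 0.000710) and Abi2 745 ± 154 against 938 ± 129 (adjusted p = 0.00533). Nif3l1 (adjusted p = 0.267), Tgfbrap1 (0.179) and Unc50 (1) did not pass. Of the chromosome 16 candidates in Table 3, Btbd12 had 399.8 ± 84.2 against 214.2 ± 43.9 (adjusted p = 8.12e-09) and Dgcr8 581.6 ± 92.9 against 389.9 ± 58.9 (adjusted p = 1.41e-07), while Coro7 had 3569 ± 1109 against 4883 ± 1035 (adjusted p = 0.119). Of the 308 transcripts with a trans eQTL at the chromosome 1 marker, 289 (93.8%) differed between these 24 and the other 90 males, 223 higher and 66 lower in the 24. The share was 21.8% among all tested transcripts and 59.1% among 797 transcripts with a trans eQTL at other markers of chromosome 1. The first principal component of the 308 transcripts held 58.3% of their variance, and every one of the 24 males, at 0.105 or above, lay apart from every other male, at 0.00178 or below. Among the other 90 males the mean absolute correlation of the 8 candidates with the 308 transcripts lay at a median percentile of 15.4 (range 6.12 to 44.1) among the other transcripts above 150 MAS5 units. From the correlations over all males, the paper proposes that each of these genes, whose expression depends on the strain, could mediate the trans regulation of the other genes.

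**Figure D3:**
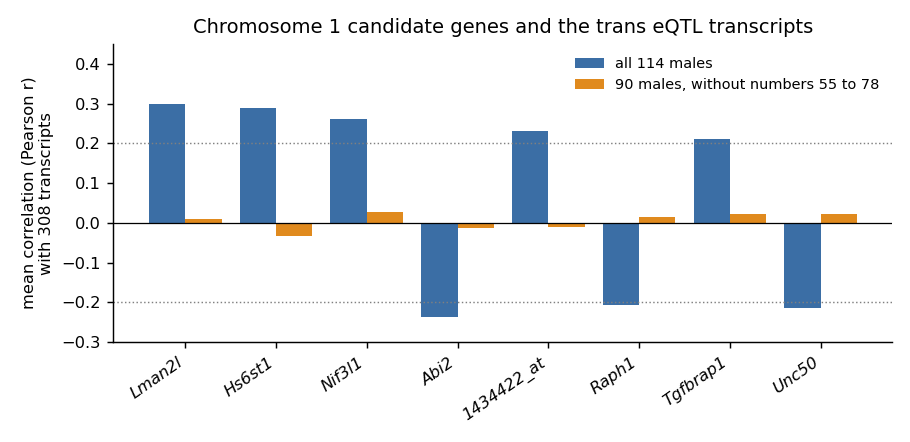
Mean Pearson correlation of each of the 8 candidates with the 308 transcripts, over all 114 males and over the 90 males other than those numbered 55 to 78. The dotted lines mark 0.2 and -0.2. Over all males every bar lies beyond a line, and over the 90 males none is larger than 0.0325 in size. Over the 90 males 0% of the other transcripts above 150 MAS5 units lie beyond a line either.

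**Figure D4:**
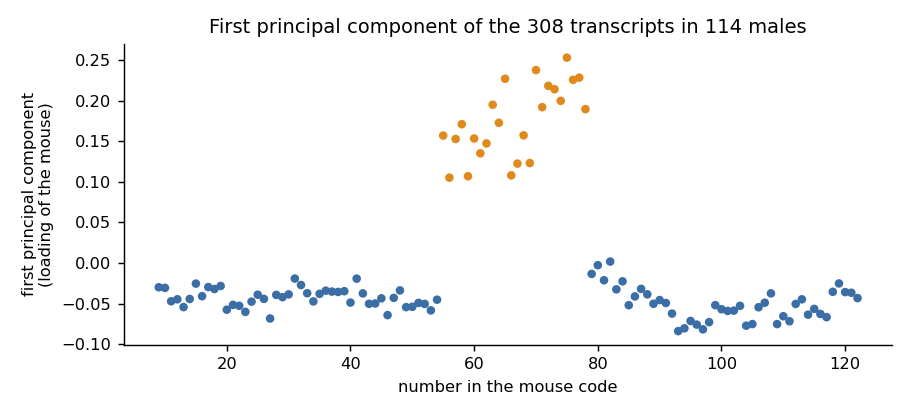
Loading of each of the 114 males on the first principal component of the 308 transcripts, against the number in the mouse code. Each point is 1 mouse, and the males numbered 55 to 78 are in orange, at 0.105 or above, with every other male at 0.00178 or below.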

**Table 2:** Correlations of expression data for chromosome 1 hotspot cis eQTLs with 308 trans eQTLs in males.

*Probe*	*Probe mega-base*	*Marker mega-base*	*LOD*	*Average Correlation (R)*	*Gene Name*	*Description*
1435475_at	36.37	46.54	10.71	0.30	Lman2l	lectin, mannose-binding 2-like
1417293_at	36.01	48.59	6.36	0.29	Hs6st1	heparan sulfate 6-O-sulfotransferase 1
1416931_at	58.39	52.97	8.43	0.26	Nif3l1	Ngg1 interacting factor 3-like 1 (S. pombe)
1459679_s_at	51.69	51.87	7.60	−0.24	Myo1b	myosin IB
1436984_at	60.42	58.35	14.01	−0.24	Abi2	abl-interactor 2
1434422_at	57.33	58.35	8.18	0.23	Unknown	Unknown
1434303_at	60.43	48.59	9.90	−0.21	Raph1	Ras association (RalGDS/AF-6) and pleckstrin homology domains 1
1428425_at	42.99	48.59	7.60	0.21	Tgfbrap1	transforming growth factor, beta receptor associated protein 1
1421982_a_at	37.37	55.71	6.60	−0.21	Unc50	unc-50 homolog (C. elegans)

(Only probes with average expression value greater than 150 used in correlations)

**Table 3:** Correlations of expression data for chromosome 16 hotspot cis eQTLs with 379 trans eQTLs in males.

*Probe*	*Probe mega-base*	*Marker mega- base*	*LOD*	*Average Correlation (R)*	*Gene Name*	*Description*
1435969_at	3.89	7.64	6.09	0.34	Btbd12	BTB (POZ) domain containing 12
1435439_at	18.17	7.64	5.55	0.31	Dgcr8	DiGeorge syndrome critical region gene 8
1437524_x_at	4.54	5.27	8.92	−0.22	Coro7	coronin 7

### Suggestive eQTL Sharing Between the Sexes

We examined the suggestive eQTLs on the autosomes and the X chromosome to determine how many were shared between the female and male cohorts, thus the identical probe had an eQTL in both sexes that mapped within 20 Mb to the same locus (Table 4). 1,285 cis eQTLs were shared, representing 69% of the female and 65% of the male cis eQTLs (Supplemental Table S4). Among these sex-shared cis eQTLs, the LOD scores for the female eQTLs were highly correlated with the LOD scores in males (r^2^ = 0.71, p<0.0001), highlighting the similarity of these shared eQTLs. A very different picture emerged from the trans eQTLs, with only 71 being shared between the sexes, representing only 1.2% and 0.8% of the female and male trans eQTLs, respectively. Supplemental Table S5 details each of these 71 shared trans eQTLs that had mean LOD scores of 4.07 and 4.13 in the female and male cohorts, respectively. Among these sex-shared trans eQTLs, a correlation between female and male LOD scores was evident (r^2^ = 0.26, p<0.0001), but was weaker than that observed for the sex shared cis eQTLs (r^2^ = 0.71). There was some clustering of these sex-shared trans eQTLs, with 7 mapping to the proximal end of chromosome 1, 11 mapping to the distal end of chromosome 1, and 7 mapping to the distal end of chromosome 4. The gene ontology associations of the sex-shared trans eQTLs were statistically compared against all of the trans eQTLs. This analysis yielded no apparent clustering based on known gene functions, or any particular pathway in the sex shared trans eQTLs. There were also 243 sex-shared ambiguous eQTLs with very high average LOD scores (11.35 and 12.7 in females and males, respectively), indicating that most of these ambiguous eQTLs were actually cis eQTLs, but their probes were not uniquely assigned to the mouse genome (Supplemental Table S6).

**Table 4:** eQTLs shared by male and female F_2_ mice.

	***Count***	***Ave. LOD female***	***Ave. LOD male***	***% female shared***	***% male shared***
**LOD 3.0**					
Total shared eQTLs	1,599	10.31	13.17	17.2	13.0
Cis shared eQTLs	1,285 (80.2%)	10.47	11.90	69.1	64.6
Trans shared eQTLs	71 (4.6%)	4.07	4.13	1.2	0.82
Ambiguous shared eQTLs	243 (15.2%)	11.35	12.70	18.2	13.9
**LOD 4.3**					
Total shared eQTLs	1,151	12.65	14.36	52.9	38.5
Cis shared eQTLs	965 (83.8%)	12.45	14.09	73.1	66.8
Trans shared eQTLs	9 (0.8%)	5.97	6.82	1.7	0.83
Ambiguous shared eQTLs	177 (15.4%)	14.05	16.21	53.6	38.6

### Significant eQTLs

We repeated the eQTL analysis using a significant LOD threshold of 4.3, yielding a nominal p value of 5×10^−5^ [16]. Permutation analysis revealed that the LOD 4.3 threshold yielded a genome wide p-value of 0.02 in both males and females. In the females, 2,177 eQTLs met this LOD threshold, with 1,321 cis eQTLs, representing 61% of the total eQTLs, and 526 trans eQTLs, representing 24% of the total eQTLs (Table 1). There were also 330 ambiguous eQTLs (15% of the total eQTLs) that had a very high average LOD score of 10.13. Again, this indicates that the majority of these ambiguous eQTLs were actually due to strongly associated cis eQTLs, but their probes were not uniquely assigned to the mouse genome. Of the suggestive female cis eQTLs that met the LOD>3.0 threshold, 71% met the LOD 4.3 threshold cutoff, while only 8.6% of the female suggestive trans eQTLs were maintained at this LOD stringency, again indicating the relative strength of the cis eQTLs compared to the trans eQTLs.

In the males, 2,988 eQTLs met the LOD 4.3 threshold that mapped to the autosomes and the X chromosome, with 1,445 cis eQTLs, representing 48% of the total eQTLs, and 1,086 trans eQTLs, representing 36% of the total eQTLs (Table 1). There were also 457 ambiguous eQTLs (15% of the total eQTLs) that had a very high average LOD score of 9.6. Of the suggestive male cis eQTLs that met the LOD>3.0 threshold, 73% met the LOD 4.3 threshold cutoff, while only 13% of the trans eQTLs were maintained at this LOD stringency. There were also 334 male eQTLs that mapped to the Y chromosome that met the LOD 4.3 threshold, with 30% of the LOD 3.0 threshold trans eQTLs maintained at the LOD 4.3 stringency, a higher retention rate than observed for the autosomal and X chromosome trans eQTLs. Thus in both male and female mice, this more stringent LOD threshold eliminated most of the trans eQTLs but retained most of the cis eQTLs.

### Significant eQTL Sharing Between the Sexes

We examined the LOD 4.3 threshold eQTLs on the autosomes and the X chromosome to determine how many were shared between the female and male cohorts (Table 4). 965 cis eQTLs were shared, representing 73% of the female and 67% of the male cis eQTLs at this stringency. Only nine trans eQTLs at this LOD threshold in both sexes were shared in females and males, representing 1.7% and 0.8% of the female and male trans eQTLs, respectively. These nine shared trans eQTLs had mean LOD scores of 5.97 and 6.82 in the female and male cohorts, respectively.

This very low level of sharing could be due to most of the trans eQTLs being sex-specific, or alternatively, most of the trans eQTLs could be false positives. In order to examine this further, we assembled a new set of transcripts that were called present in >1/3 of the pooled male and female expression data, thus enabling new analyses on a single set of transcripts for both sexes. We repeated the eQTL analysis six more times, once using the correct sex assignment, and five times with permuted sex assignments while preserving the number of males and females. At the LOD 4.3 threshold there were 414 and 1132 trans eQTLs in the females and males, respectively, using the correct sex assignments, with a total of 1546 trans eQTLs and 40 shared in both sexes (Table 5). If the trans eQTLs are primarily sex-specific, we would expect a large decrease in their numbers in the permuted datasets. There were on average 642 and 677 trans eQTLs in the permuted female and male datasets, respectively, with an average total of 1319 trans eQTLs and of 40 shared trans eQTLs in both sexes. Since the number of total trans eQTLs was only decreased by an average of 15% in the permuted datasets compared to the correct sex assignments, it is possible that many of the trans eQTLs are false positives. However, for the male cohort, there was an average 40% decrease in the number of trans eQTLs in the permuted datasets, suggesting that many of the male trans eQTLs may be authentic. As in the prior analysis, the majority of the cis eQTLs were shared in two new analyses (Table 5)

**Table 5:** Cis and Trans eQTLs≥LOD 4.3 in male and female mice with and without 5 gender permutations#

	***Female***	***Males***	***Shared***	***Female permuted***	***Male permuted***	***Shared permuted***
Cis eQTLs	1,328	1,442	1,005	1,154±18	1,341±9	992±37
Trans eQTLs	414	1,132	40	642±128	677±65	40±6

# based upon a pool of transcripts using the combined male and female expression data. Values for permuted data are mean+S.D. for 5 separate gender permutations.

### Sex Effects on Gene Expression

We next examined differences in gene expression levels between the male and female F_2_ macrophages. We pooled the male and female expression data, and set an arbitrary cutoff for expressed genes, in that the transcript must have been called expressed in 1/3 of the pooled samples. Altogether, there were 22,056 transcripts that met this criterion. 

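The transcripts compared between the sexes run from Xist and the Y-linked genes, with signals near the background in one sex, to genes such as Fabp5 and Rps18, which are among the brightest in both. Present and absent calls are not used here, and the 22056 probe sets tested were those with the highest signal reached in 69 of the 93 females and 114 males, which was at least 78 MAS5 units. They included 19618 probe sets with 1 gene symbol in the annotation of the array, for 10872 genes. The signals of the 93 females and 114 males were compared by a 2-sided Mann-Whitney test with the normal approximation and a correction for ties, since 19484 probe sets had tied signals. The Bonferroni threshold was 0.05 over the 22056 tests, which is an unadjusted p of 2.27e-06. The direction and the fold effect were those of the ratio of the mean signals of the sexes. In simulated data with 50 changed transcripts for each size of change, the test recovered 58% of the changes of 1.2-fold and 88% of those of 1.5-fold. It recovered 100% of those of 2-fold and 3-fold. The simulated noise was independent between mice and transcripts, without batches or drift.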

We then performed non-parametric Mann Whitney tests to determine which of these were expressed differently in the male and female macrophages. Remarkably 6,719 transcripts (31%) were expressed differently with p-values<2.27×10^−6^, meeting the conservative Bonferroni corrected p-value of <0.05. 

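Besides the genes of the sex chromosomes, probe sets of the RNA binding proteins Pum2 and Hnrnpab, of the taurine transporter Slc6a6 and of the receptor Tgfbr1 differed between the macrophages of females and males. Of the 22056 transcripts 6874 (31.2%) passed the Bonferroni threshold, and these stood for 4572 of the 10872 genes. Anp32a (chromosome 9) had a signal of 1983 ± 411 (SD, n = 93) in females and 503.1 ± 119.2 (n = 114) in males, which is 3.94-fold higher in females (adjusted p = 1.16e-30), and the female was higher in 99.9% of the pairs of a female and a male. Pum2 (chromosome 12) had 1881 ± 293 in females and 781 ± 174 in males (2.41-fold, adjusted p = 8.95e-31), with every female above every male. Slc6a6 (chromosome 6) was 4.71-fold higher in males, with 746.6 ± 268.7 against 158.5 ± 73.3 (adjusted p = 1.74e-30). Tgfbr1 (chromosome 4) was 4.15-fold higher in males, with 430 ± 184 against 103.7 ± 43.2 (adjusted p = 6.37e-30), and Hnrnpab (chromosome 11) 1.84-fold, with 16642 ± 3205 against 9046 ± 2137 (adjusted p = 3.53e-28). These are values of 1 probe set per gene, and other probe sets of the same genes differed from them: one of Pum2 was 1.21-fold higher in males (2257 ± 233 against 1866 ± 280), the brightest of Slc6a6 was 1.15-fold higher in females (12953 ± 2085 against 11240 ± 1876), and the brightest of Tgfbr1 (3345 ± 803 in females and 3391 ± 762 in males) and the other probe sets of Anp32a did not pass. The other probe sets of Hnrnpab were 1.13 to 1.20-fold higher in males or did not pass. Of 55 sex-biased genes picked out by the size of their effect, from the gene lists or from the paper, and with more than 1 tested probe set, 10 had a probe set past the threshold in the other direction, 42 had a probe set that did not pass, and 12 had every probe set past it in the same direction. In the median sex-biased transcript the mouse of the higher sex had the higher signal in 77.8% of the pairs. With mice drawn at random, the median number of transcripts past the threshold over 20 draws was 733 for 20 mice per sex, 2811 for 40 and 5626.5 for 80. For 10 mice per sex it was 0, which was fixed in advance. With so few mice the test cannot reach the threshold even where every female lies above every male. When females and males were each divided into 3 groups by code number and each female group of 31 was compared with each male group of 38, the 9 comparisons gave 2646 to 9573 transcripts, and 642 transcripts, among them the first probe sets given here for Anp32a, Pum2, Slc6a6, Tgfbr1 and Hnrnpab, passed in the same direction in all 9. Without the 24 males numbered 55 to 78 there were 6664 transcripts, of which 5817 were also called over all mice in the same direction.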

Since the RNA under study was derived from cells cultured two weeks *ex vivo*, these sex effects on gene expression are likely attributable to X and Y chromosome dosage effects, rather than to endogenous and variable sex steroids in the F_2_ mice. 

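The X-linked genes Kdm6a, Kdm5c and Eif2s3x escape X inactivation, and each has a partner on the Y chromosome (Uty, Kdm5d and Eif2s3y). Kdm6a had a signal of 1504 ± 185 (SD, n = 93) in females and 748 ± 131 (n = 114) in males, 2.01-fold higher in females (Mann-Whitney test, adjusted p = 1.07e-30). Kdm5c had 610.6 ± 115.6 in females and 358.8 ± 74.8 in males (1.70-fold, adjusted p = 5.31e-26), and Eif2s3x had 5918 ± 581 and 3911 ± 350 (1.51-fold, adjusted p = 3.80e-30). All 3 were called in the same direction in each of the 9 comparisons of females and males grouped by code number. Of 11 measured genes on a list of genes reported to escape X inactivation in mouse, 6 were higher in females (Xist, Kdm6a, Kdm5c, Eif2s3x, Ddx3x and Pbdc1), none was higher in males and 5 did not pass; adjusted over the list alone, 7 were higher in females and 1 in males. Of 7 tested probe sets of the X-linked gene Usp9x, 4 were higher in males, 1 with a female signal near the background and the others 1.10, 1.40 and 1.43-fold, 1 was 1.23-fold higher in females (1152 ± 157 against 938 ± 140), and 2 did not pass. The control probe sets of Gapdh gave a ratio of the 3′ to the 5′ signal of 0.917 ± 0.065 in females and 0.791 ± 0.030 in males (Mann-Whitney test, p = 1.43e-32), so that the RNA of the sexes also differed in this measure of quality. With this ratio and that of beta-actin (1.265 ± 0.079 in females and 1.228 ± 0.063 in males, p = 5.42e-05) as covariates in limma, 2474 of 6846 transcripts (36.1%) stayed past the threshold in the same direction, while the median difference of the 6846 fell from 0.36 to 0.26 on the log2 scale and its standard error rose from 0.04 to 0.07. From the 2 weeks of culture ex vivo, the paper proposes that these sex effects come from the dosage of the X and Y chromosomes and not from the sex steroids of the mice.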

About half of these (3,304) were expressed higher in female macrophages (female bias), and the other half (3,415) were expressed higher in male macrophages (male bias). These sex biased genes had a large range of fold differences between the sexes, with most having only modest effects of 1.2 to 1.5 fold, but also included 233 transcripts with 2 to 3-fold effects, 40 transcripts with 3 to 10-fold effects, and 10 transcripts with >10-fold effects (Table 6). 

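Probe sets higher in female macrophages included those of Clec2d, Rusc2 and Khsrp, and probe sets higher in male macrophages included some of the transferrin receptor Tfrc and of the proton pump subunit Atp6v0a1. Of the sex-biased transcripts 3352 (48.8%) were higher in females and 3522 were higher in males. Clec2d (chromosome 6) had a signal of 1367 ± 790 (SD, n = 93) in females and 468 ± 430 (n = 114) in males (Mann-Whitney test, adjusted p = 1.17e-18). Rusc2 (chromosome 4) had 568 ± 215 and 263 ± 115 (adjusted p = 1.34e-23), and Khsrp (chromosome 17) had 772 ± 200 and 358 ± 128 (adjusted p = 2.90e-26). Tfrc (chromosome 16) had 511 ± 341 in females and 2279 ± 1274 in males (adjusted p = 8.86e-19), and the male was higher in 90.0% of the pairs. The brightest probe set of Tfrc, with 15743 ± 5860 in females and 15272 ± 5332 in males, did not pass, and the control probe sets of Tfrc were 6.31-fold higher in males at the 5′ end, 4.40-fold in the middle and 2.43-fold at the 3′ end, so that the size of the difference depends on the part of the transcript that is read. Atp6v0a1 (chromosome 11) had 249 ± 199 and 1039 ± 790 (adjusted p = 1.10e-16), but did not pass with the 3′ to 5′ ratios of the control genes as covariates in limma, and the brightest probe set of Atp6v0a1 (1501 ± 1155 and 1754 ± 1299) did not pass. The values of Rusc2 and Khsrp passed in the same direction in all 9 comparisons of the sexes grouped by code number, and those of Clec2d, Tfrc and Atp6v0a1 did not. Probe sets of 1 gene could differ in direction: Hdlbp was 3.84-fold higher in males at 1 probe set (900 ± 372 against 234.5 ± 67.6) and 1.22-fold higher in females at another (1720 ± 218 against 1414 ± 193), and Baz1b was 1.39-fold higher in males at 1 and 1.32-fold higher in females at another. Of 1281 genes with more than 1 sex-biased probe set, 549 (42.9%, Wilson 95% interval 40.2 to 45.6%) had probe sets in both directions; the share was 24.1% with the 3′ to 5′ ratios as covariates, 26.6% with array quality as covariates, 12.3% among the transcripts called in all 9 comparisons of the sexes grouped by code number and 5.51% among transcripts of at least 1.5-fold. The shares of the directions depend on the scaling: with every array scaled to the same median, which raised the median log2 ratio of females to males over all transcripts from -0.01 to 0.12, 5753 were higher in females and 1522 in males.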

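Differences of over 2-fold lay mostly on the male side and included some probe sets of the transcription factor Gtf2i, the taurine transporter Slc6a6 and the kinase Lats2. The fold effect was below 1.5 for 5553 transcripts (80.8%), and its median was 1.25 for the transcripts with female bias and 1.33 for those with male bias. Of 304 transcripts with at least 2-fold effects 278 were higher in males and 26 in females. There were 245 transcripts with 2 to 3-fold effects, 49 with 3 to 10-fold effects and 10 with over 10-fold effects. Anp32a was the 1 transcript with female bias between 3 and 10-fold, and the largest effects with male bias in this range were those of Gtf2i (150.3 ± 64.8 in males, n = 114, against 27.7 ± 17.8 in females, n = 93; SD) and of Slc6a6 and Usp9x. Lats2 (chromosome 14) was 4.05-fold higher in males, with 105.6 ± 29.5 against 26.1 ± 21.6, and Rlf (chromosome 4) 3.99-fold, with 83.9 ± 32.2 against 21.0 ± 18.9. At these probe sets of Gtf2i, Usp9x, Lats2 and Rlf the female signal was below the 78 MAS5 units that set the lowest expression tested, so that their fold effects depend on the background of the array. The brightest probe sets of Gtf2i (3664 ± 681 in females and 3093 ± 674 in males) and of Slc6a6 went the other way, 1.18-fold and 1.15-fold higher in females, and the brightest of Lats2 and of Rlf (711 ± 211 in females and 596 ± 212 in males) did not pass. Tmem164 (X chromosome), with 159.3 ± 64.2 in females and 65.2 ± 42.2 in males, and Gdf3 (chromosome 6), with 149 ± 135 and 62.7 ± 58.9, were higher in females, with male signals below the same 78 units; the brightest probe set of each did not pass, and without the 24 males numbered 55 to 78 Gdf3 did not pass. The first values given for Gtf2i, Slc6a6, Usp9x, Lats2 and Rlf passed in the same direction in all 9 comparisons of the sexes grouped by code number, and those of Tmem164 and Gdf3 did not.

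**Figure D5:**
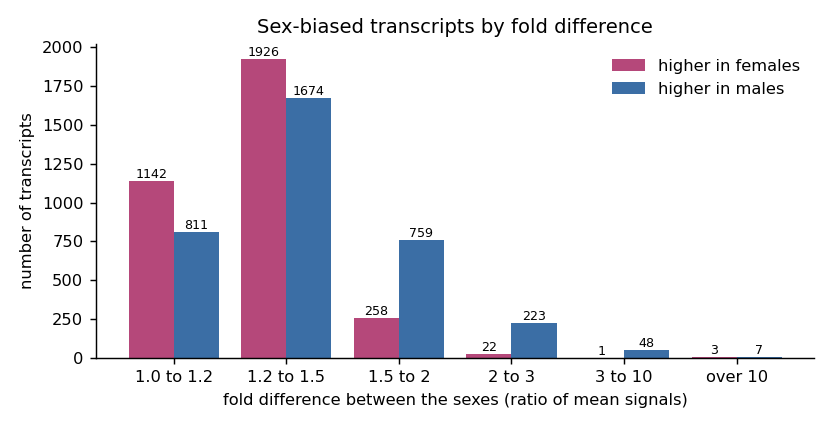
Number of transcripts past the Bonferroni threshold by fold effect, the ratio of the mean signals of the sexes, for transcripts higher in females and higher in males. Below 1.5-fold the transcripts with female bias are more numerous, and from 1.5-fold up to over 10-fold those with male bias.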

Supplemental Table S7 gives the details for each of these sex biased transcripts ranked by fold-difference. All three female bias probes with >10-fold effects were not expressed in males and represented the same gene on the X chromosome, *Xist*. 

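Xist RNA coats the inactive X chromosome, of which a male cell has none, and its 3 probe sets gave the largest female to male ratios. The largest ratio, that of 1 probe set, came from a signal of 3596 ± 1079 (SD, n = 93) in females and 21.1 ± 45.1 (n = 114) in males, which is 170-fold (Mann-Whitney test, adjusted p = 8.93e-31). The females ranged from 1474.1 to 6735.3 MAS5 units and the males from 0.9 to 343. Another probe set of Xist had 5206 ± 1422 in females and 89.1 ± 86.3 in males, a ratio of 58.4 (adjusted p = 8.95e-31), and its highest male, at 807.2, lay below its lowest female, at 3030. The last of the probe sets had 216.8 ± 76.2 and 15.1 ± 13.5, a ratio of 14.3 (adjusted p = 8.94e-31). At each of the 3 probe sets every female was above every male.

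**Figure D6:**
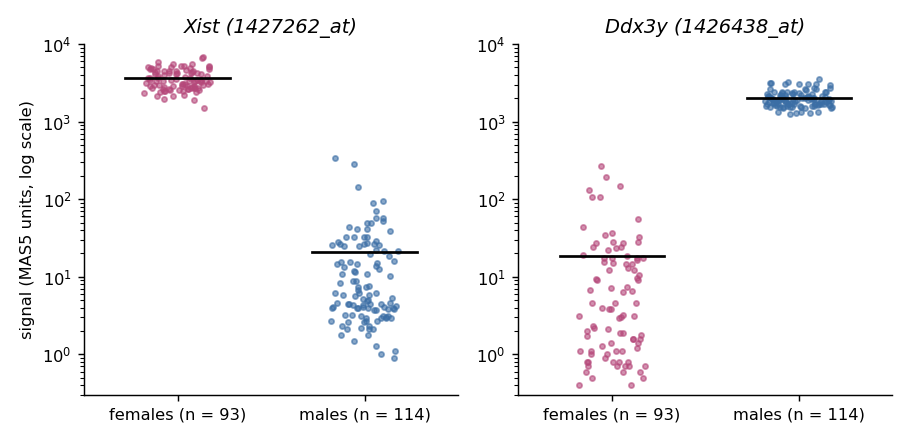
Signal of the Xist and Ddx3y probe sets with the largest ratios in each of 93 females and 114 males, in MAS5 units on a log scale. Each point is 1 mouse and the line is the mean. For Xist the females lie at 1474.1 or above and the males at 343 or below, and for Ddx3y the males lie at 1261.1 or above and the females at 265 or below.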

The *Xist* gene encodes a non coding but functional RNA known to play an important role in X-chromosome inactivation in females [17]; and, it has been previously identified as transcript expressed in female, but not male, mouse blastocyts [18]. Likewise, all seven male bias transcripts with >10-fold effects were not expressed in females and mapped to the Y chromosome. These seven probes represent 4 distinct genes: *Ddx3y*, encoding a DEAD box RNA helicase; *Eif2s3y*, encoding a translation initiation factor subunit; *Uty*, encoding a ubiquitously expressed tetratricopeptide repeat; and *Jarid1d*, encoding jumonji. In contrast, most of the genes regulated <10-fold effects mapped the autosomes.

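The Y-linked genes Ddx3y, Eif2s3y, Uty and Jarid1d (Kdm5d in the current annotation) are expressed from a chromosome that females lack, and their signals in females measure the background of the array. Ddx3y had a signal of 2001 ± 467 (SD, n = 114) in males and 18.7 ± 40.9 (n = 93) in females at 1 probe set, a ratio of 106.9 (Mann-Whitney test, adjusted p = 8.92e-31). At the next Ddx3y had 1733 ± 317 and 18.2 ± 26.2, a ratio of 95.1, and at the last it had 833 ± 183 and 23.2 ± 19.2, a ratio of 36.0; these probe sets were named from the paper's Table S7. Eif2s3y had 1763 ± 374 in males and 19.8 ± 29.1 in females, a ratio of 89.04 (adjusted p = 8.94e-31). Uty had 376 ± 158 and 12.6 ± 12.5 at 1 probe set, a ratio of 29.8, and 459.0 ± 112.6 and 34.9 ± 18.0 at another, a ratio of 13.1. Jarid1d had 395.5 ± 79.5 and 14.9 ± 12.8, a ratio of 26.6 (adjusted p = 8.95e-31). For each of these 7 probe sets every male was above every female, and each was higher in males in all 9 comparisons of the sexes grouped by code number.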

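Genes on every autosome and on the X chromosome differed between female and male macrophages. Of 6289 sex-biased transcripts with under 10-fold effects and a chromosome in the current annotation, 6075 (96.6%) were on the autosomes and 210 on the X chromosome. The share of the tested transcripts that were sex-biased was 32.0% on the autosomes (6075 of 18962, Wilson 95% interval 31.4 to 32.7%) and 34.9% on the X chromosome (213 of 611, 31.2 to 38.7%), and this difference did not pass Fisher's exact test (p = 0.146). Among the autosomes the share ran from 28.7% on chromosome 7 to 35.6% on chromosome 11. X-linked transcripts made up 3.12% of the tested transcripts and 3.38% of the sex-biased ones, a ratio of 1.08. Of the sex-biased X-linked transcripts 37.1% were higher in females, against 48.4% of the autosomal ones (Fisher's exact test, p = 0.00128; transcripts are not independent replicates). Bag3 on chromosome 7 had a signal of 1210 ± 219 (SD, n = 93) in females and 764 ± 169 (n = 114) in males (1.58-fold, adjusted p = 2.36e-24), and Srsf4 on chromosome 4 had 1361 ± 158 and 1003 ± 116.9 (1.36-fold, adjusted p = 2.03e-25). Zfp207 on chromosome 11 had 2844 ± 552 in females and 4405 ± 636 in males (1.55-fold, adjusted p = 3.60e-26), though another of its probe sets was 1.34-fold higher in females, and Sdhd on chromosome 9 had 5143 ± 701 and 6829 ± 851 (1.33-fold, adjusted p = 5.49e-23). A weaker probe set of Sdhd did not pass. Among the 607 transcripts with a chromosome that passed in all 9 comparisons of the sexes grouped by code number, 42 (6.92%) were X-linked, 17 of them higher in females, and 5 were Y-linked; Srsf4 and Zfp207 were among those that passed, and Bag3 and Sdhd were not.

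**Figure D7:**
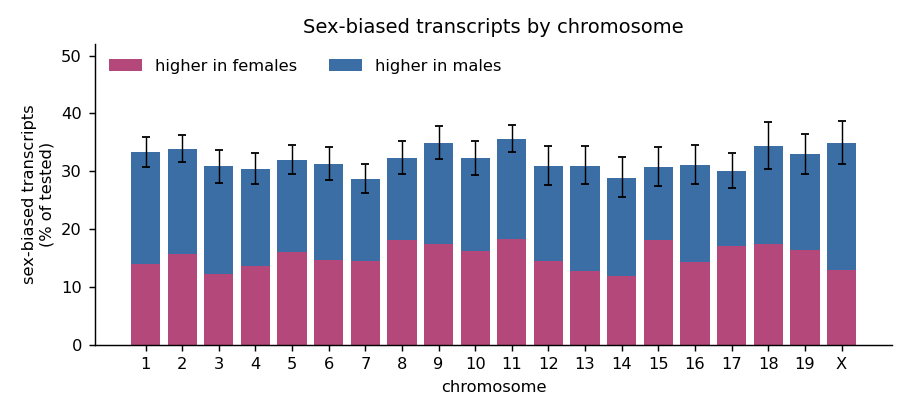
Percent of the tested transcripts of each autosome and of the X chromosome that were higher in females and higher in males, stacked, with the Wilson 95% interval of their sum. The bars run from 28.7% on chromosome 7 to 35.6% on chromosome 11, with 34.9% on the X chromosome.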

**Table 6:** Number and fold-effects of transcripts with sex biased expression with p<2.27×10^−6^.

Fold effect	Female bias	Male bias	Total
1.0–1.2	1071	770	1841
1.2–1.5	1846	1579	3425
1.5–2.0	229	664	893
2–3	18	215	233
3–10	1	39	40
>10	3	7	10
Total	3304	3415	6719

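Some zinc finger genes, a few regulators of inflammatory genes and a few fibroblast and stromal markers passed the threshold between female and male macrophages, and most genes of these lists did not. Of 237 measured genes whose symbol is Zfp followed by digits, 42 were higher in females, 17 were higher in males and 178 did not pass; adjusted over the list alone, 62 were higher in females and 28 in males. The study chose zinc binding proteins on these samples, so that the count adjusted over the list alone is not independent evidence. Zfp771 had a signal of 1032 ± 151 (SD, n = 93) in females and 756 ± 175 (n = 114) in males (1.36-fold, adjusted p = 1.09e-17 from the Mann-Whitney test), Zfp91 had 3231 ± 322 and 2703 ± 321 (1.20-fold), and Zfp148 had 2354 ± 316 and 1888 ± 265 (1.25-fold); with the 3′ to 5′ ratios of the control genes as covariates in limma, Zfp91 and Zfp148 did not pass, and another probe set of Zfp148 was 1.23-fold higher in males. The median log2 ratio of females to males over the 237 Zfp genes was 0.02, and camera, which compares a list with all other genes, gave an adjusted p of 0.939. The NF-kB subunits Nfkb2 (1378 ± 423 against 960 ± 285) and Relb (1106 ± 255 against 820 ± 189) were among 3 of 19 measured inflammatory genes that were higher in females, with none higher in males (5 and 3 when adjusted over the list alone), and neither passed with those covariates; by camera the adjusted p of the list was 0.861. Of 13 measured fibroblast and stromal markers, 2 were higher in males and none in females (11 and none when adjusted over the list alone). This list was drawn up for a cell type and not for the extracellular space. Dcn had 524 ± 474 in females and 1198 ± 997 in males (adjusted p = 5.41e-07), and Col1a1 had 485 ± 808 and 788 ± 664 (adjusted p = 0.00118), and neither passed with the same covariates. Their median log2 ratio was -0.52, and camera gave an adjusted p of 0.0201 with a preset correlation between genes, 0.0698 with all probe sets of each gene and 0.944 with an estimated correlation. None of the 7 genes given here with their signals passed in the same direction in all 9 comparisons of the sexes grouped by code number.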

Gene ontology analysis for the 3304 female biased transcripts compared to all expressed transcripts revealed many over represented classes (including regulation of metabolism, transcription, and zinc binding proteins) a few under represented classes (including the extracellular space). Supplemental Table S8 gives a full listing and P-values for the gene ontology findings of the female biased transcripts. Gene ontology analysis for the 3415 transcripts with male biased expression found over representation in the cytoplasm cellular component (p = 0.001), and the biological processes of protein transport, localization, and establishment of protein localization (all p<0.05).

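Some coat proteins of transport vesicles, some proteasome subunits and some enzymes of cholesterol and DNA synthesis were higher in male macrophages. Of 51 measured genes of protein transport, 15 were higher in males, 8 were higher in females and 28 did not pass; adjusted over the list alone, 17 were higher in males and 11 in females, which is not independent evidence, since the study chose this theme on these samples. Copz1 had a signal of 3248 ± 299 (SD, n = 93) in females and 4005 ± 348 (n = 114) in males (1.23-fold, adjusted p = 1.19e-24 from the Mann-Whitney test), and Arcn1 had 3814 ± 253 and 4360 ± 346 (1.14-fold, adjusted p = 1.67e-20), and with every array scaled to the same median neither passed. Arf5, with 1062 ± 157 and 795 ± 132, and Sar1a, with 2804 ± 233 and 2448 ± 180, were higher in females, although another probe set of Sar1a was 1.29-fold higher in males. The median log2 ratio of females to males over the list was -0.03, and with every array scaled to the same median it was 0.11, where the median over all transcripts was 0.12. By camera the adjusted p of the protein transport genes was 0.116 with a preset correlation and the brightest probe set of each gene, 0.01875 with all probe sets of each gene, 0.0234 with quantile normalization and 0.944 with an estimated correlation, lower in females relative to the other genes in each case. Of 26 lists tested by camera, 6 passed with a preset correlation: genes that escape X inactivation (higher in females), and Y-linked genes, cholesterol synthesis (adjusted p = 0.00592), fibroblast genes, DNA replication (0.0331) and proteasome subunits (0.0331), all lower in females relative to the other genes. With an estimated correlation the Y-linked genes and the genes that escape X inactivation passed, and the adjusted p of the other lists was 0.944. With a preset correlation and all probe sets of each gene 4 lists passed, as protein transport was gained and DNA replication (0.193), fibroblast genes and proteasome subunits (0.222) were lost, and with quantile normalization 7 passed. Rrm1, of DNA synthesis, had 780 ± 364 in females and 1305 ± 690 in males (1.67-fold, adjusted p = 9.78e-10) and did not pass with the 3′ to 5′ ratios as covariates, and Psmb3, of the proteasome, had 5718 ± 693 and 7891 ± 1602 (1.38-fold, adjusted p = 3.02e-21), while Psmc6, with 5232 ± 510 and 4522 ± 436, was higher in females. The other tested probe sets of Rrm1, Psmb3 and Psmc6 did not pass. Of the values given here, those of Copz1 and Sar1a passed in the same direction in all 9 comparisons of the sexes grouped by code number, and those of Arcn1, Arf5, Rrm1, Psmb3 and Psmc6 did not, although another probe set of Arcn1 (1167 ± 175 in females and 1665 ± 266 in males) did. The genes of DNA replication and of cholesterol synthesis also fell as the code number rose, with a median Spearman correlation of -0.78 and -0.50 in females and -0.80 and -0.74 in males. The brightest probe sets of Nsdhl, Hsd17b7, Ebp and Mvk, of cholesterol synthesis, and of Rfc3, of DNA replication, did not pass in all 9 comparisons either.

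**Figure D8:**
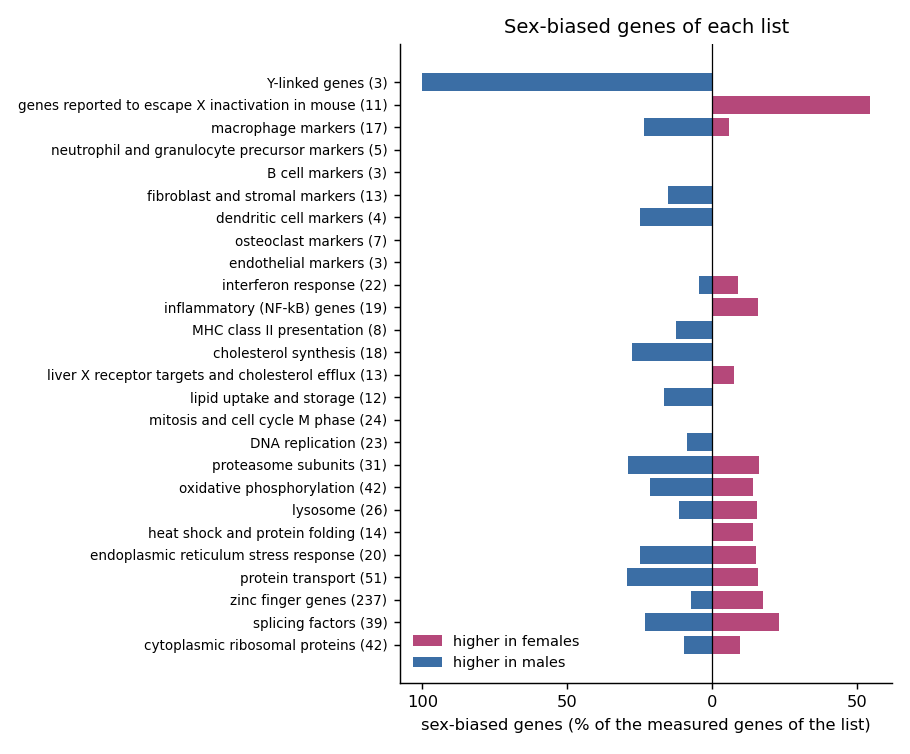
Percent of the measured genes of each list that were higher in females (to the right) and higher in males (to the left), with the number of measured genes in parentheses; lists with under 3 measured genes are not drawn. Of 18 cholesterol synthesis genes 5 were higher in males and none in females (10 when adjusted over the list alone).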

3,974 (59%) of the 6,719 probes that exhibited sexually dimorphic expression were also associated with 2265 female and/or 2852 male eQTLs on the autosomes and X chromosome with LOD scores >3.0, with 74% and 78% of these classified as trans eQTLs in females and males, respectively (Supplemental Table S9). An additional 299 probes exhibited sexually dimorphic expression and had eQTLs on the Y chromosome, with 90% classified as trans eQTLs (Supplemental Table S10). 

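Ddx3y, Eif2s3y, Dab2 and Arhgap19 were higher in males, and Igfbp4, Dyrk2, Sorl1 and Dnajc1 higher in females, among the transcripts that the paper's Table S10 lists with a Y chromosome eQTL and sex-biased expression. Table S10 holds 299 probe sets, of which 297 were among the tested transcripts and 295 passed the Bonferroni threshold. Of these 295 transcripts 165 (55.9%, Wilson 95% interval 50.2 to 61.5%) were higher in females and 130 in males, against 48.4% higher in females among the other sex-biased transcripts (Fisher's exact test, p = 0.0124; transcripts are not independent replicates). The share higher in females was 74.1% with every array scaled to the same median, against 79.1% of all calls, 44.1% with array quality as covariates, against 47.6%, and 43.2% with the 3′ to 5′ ratios as covariates, against 47.8%, so that the excess over the other calls was found in none of these settings and the female majority with the scaling alone. These settings are given because the share moved in them. The array quality covariates include the 3′ to 5′ ratios, so the covariate settings overlap. The median fold effect of all 299 probe sets was 1.29. Dyrk2 had a signal of 2740 ± 662 (SD, n = 93) in females and 1691 ± 544 (n = 114) in males (1.62-fold, adjusted p = 6.92e-17 from the Mann-Whitney test), and Dnajc1 had 1143 ± 287 and 731 ± 208 (1.56-fold, adjusted p = 6.47e-17). Igfbp4 had 8190 ± 4289 and 4742 ± 2922 (1.73-fold), and Sorl1 had 2289 ± 937 and 1456 ± 688 (1.57-fold). Dab2 had 1163 ± 521 in females and 3637 ± 1683 in males (3.13-fold, adjusted p = 1.69e-20), and Arhgap19 had 54.8 ± 33.7 and 177.5 ± 119.2 (3.24-fold, adjusted p = 1.61e-13). These 8 genes were chosen for the size of their effect after the values were seen. The transcripts of Table S10 followed the code number of the males more closely than other sex-biased transcripts, with a median absolute Spearman correlation of 0.639 against 0.294 for 6579 others, and 15 of them, Ddx3y and Eif2s3y included, passed in the same direction in all 9 comparisons of the sexes grouped by code number, 20% of them higher in females, against 29.6% of all 642 such transcripts; the other 6 genes named here did not.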

Interestingly, more of these Y chromosome eQTLs exhibited female bias (166) than male bias (133), indicating a Y chromosome effect on decreasing expression of specific transcripts in males. We mapped the genomic distribution of these sex- biased eQTLs, and they basically shared the hotspot distribution that we observed for the overall female and male eQTLs distribution (Fig 1C, D).

## Discussion

In the current work, we have identified eQTLs separately from male and female bone marrow derived macrophages derived from F_2_ mice from an AKR x DBA/2 strain intercross. These studies are subject to methodological considerations for both the microarray and QTL analyses. We chose to use Microarray Suite 5.0 (Affymetrix) for array normalization and expression levels, as this method has been shown to yield results similar to those obtained using the more conservative RMA normalization procedure [19]–[21]. We also chose not to log transform the gene expression data. Although this will give relatively more weight to the data with large gene expression values, we prefer this over giving equal weight to a doubling of gene expression at the low end of the scale (e.g. 50 vs. 100 arbitrary MAS5 units), where the precision of the measure is expected to be lower and the signal approaches the background level, versus the high end of the scale (e.g. 5,000 vs. 10,000 arbitrary MAS5 units), where the precision of the measure is expected to be higher and the signal is far above the background level. Furthermore, we did not screen the Affymetrix probe sets for SNPs polymorphic between the AKR and DBA/2 strains, but based on a prior screen for polymorphic SNPs between the C57BL/6 and DBA/2 strains [19], only a small fraction of the cis eQTLs identified may be artefactual due SNPs in the probe sequence that could alter hybridization to the array. Nevertheless, some of our cis eQTLs could be due to either a polymorphic SNP overlapping the probe sequence, or a polymorphic copy number variation for the probe target sequence; and either of these would be expected to give rise to strong and highly heritable cis eQTLs. For our QTL analysis, we used the suggestive and significant LOD thresholds of 3.0 and 4.3 [16], as used in prior eQTL studies of mouse strain intercrosses [2], [12]; in addition, we performed permutation analysis to directly calculate genome wide p-values of 0.25 and 0.02, respectively, for these LOD thresholds. These genome wide p-values were the same for cis and trans eQTLs at any given LOD threshold. However, it may be argued that we are underestimating the strength of the cis eQTLs, since the genome wide permutations utilized all markers and all probesets, while only one linked marker needs to be used to test the strength of cis eQTLs. We analyzed all eQTLs in single sex cohorts, as sex has been shown be markedly affect gene expression and eQTLs in various mouse tissues [12], [13], and this strategy proved particularly important for trans eQTLs which were overwhelmingly sex-specific.

At the suggestive LOD threshold of 3.0, there were ∼3 to 4 times more trans eQTLs than cis eQTLs in both sexes. However, the average LOD score for the cis eQTLs was much higher than for trans eQTLs, as previously observed [2], presumably due to the direct effect of cis regulation being stronger than the indirect effect of trans regulation. At the significant LOD threshold of 4.3, there were instead more cis eQTLs than trans eQTLs. At this threshold, the vast majority of the cis eQTLs were retained from the suggestive threshold in both sexes, while only ∼10% of the trans eQTLs were retained from the suggestive threshold. This shift from predominantly trans eQTLs at the suggestive threshold to predominantly cis eQTLs at the significant threshold was also observed in an eQTL study of adipose tissue from a mouse strain intercross [12].

The occurrence of eQTLs hotspots resembled prior studies in which eQTL hotspots were found [1], [2]. Interestingly, the genes responsible for two trans eQTL hotspots have been identified in yeast, and both are signal transduction proteins rather than transcription factors, one is a G-protein subunit of a pheromone receptor, and the other is a protein that inactivates a transcription factor activator [22]. We found two autosomal eQTL super hotspots in the male F_2_ cohort on chromosomes 1 and 16. We identified nine candidate genes at the chromosome 1 hotspot, each with a strong cis eQTLs and whose expression is well correlated with the expression of the trans eQTLs mapped to the same locus (Table 2). Five of these nine genes have activities which suggest they could be responsible for the trans regulation of many genes. *Nif3l1* encodes a highly conserved protein that has been shown to bind to other nuclear proteins and alter their transcription factor activity [23], [24]. *Abi2* encodes an SH3 domain containing protein that binds to and modulates c-abl activity with effects on cell morphogenesis and motility [25], [26]. Little is known about *Raph1*, but it encodes a protein that contains both Ras association and plekstrin homology domains, thus it could play a role in signal transduction. *Tgfbrap1* encodes a protein that binds to TGFβ receptor 1 and plays a role in Smad-mediated signal transduction [27], [28]. *Unc50*, the homologue of the C. elegans *unc-50* gene, encodes a nuclear protein with RNA binding activity that has been shown to alter specific gene expression [29]. We identified three candidate genes at the chromosome 16 hotspot, each with a strong cis eQTL and whose expression is well correlated with the expression of the trans eQTLs mapped to the same locus (Table 3). One of these genes, *Dgcr8*, has an activity which suggests that it could be responsible for the trans regulation of many genes. *Dgcr8* encodes an RNA binding protein that associates with Drosha, and which is required for microRNA processing with potentially global effects on gene expression [30]–[32]. Further work would be required to confirm whether any of these candidates are in fact responsible for these eQTL super hotspots.

The third eQTL super hotspot in the males was on the Y chromosome. This is the first report, of which we are aware, of Y chromosome eQTLs. We were able to identify these due to the reciprocal nature of the strain intercross. At the LOD 4.3 threshold there were 334 Y chromosome eQTLs in the male cohort (almost all trans eQTLs), greatly outnumbering the 31 eQTLs on the X chromosome in the males. This indicates that the Y chromosome strain difference had a larger effect on gene expression in male bone marrow derived macrophages than the X chromosome strain difference. There were 171 female eQTLs mapped to the X chromosome at the LOD 4.3 threshold, also outnumbering the 31 male eQTLs mapped to the X chromosome, indicating that strain differences on the X chromosome were more important in regulating gene expression in female than in male macrophages.

Although the majority of the cis eQTLs at either LOD threshold were conserved between the male and female cohorts, we were surprised by the low level of sharing for the trans eQTLs, with only ∼1 to 2% of female or male trans eQTLs common to both sexes. We considered two possible interpretations of this finding: 1) the sex chromosomes play an enormous role in trans regulation of gene expression; or 2) the majority of trans eQTLs are false positives and therefore not conserved between the sexes. The evidence that supports the first interpretation is: a) the trans eQTLs were identified by the same methods that found the cis eQTLs, which are robustly conserved; and b) our genome wide p-values are based upon permutation analysis which takes into account the data structure, and thus these are likely to be good estimates. However, there is also evidence to support the second interpretation: permuting the sexes did not greatly reduce the number of total trans eQTLs, although it did reduce the trans eQTLs in males by 40%. Another group has also found that trans eQTLs are not reproducible, in this case comparing trans eQTLs discovered using an F_2_ cohort and a panel of recombinant inbred strains derived from the same two parental strains [33]. Thus, we cannot convincingly conclude at this time that the sex chromosomes are crucial in mediating trans regulation of gene expression, although our data support this concept. Our finding that 31% of the expressed genes (>6700 transcripts) had a male or female expression bias (confirmed by permutation analysis) lends support for the role of the sex chromosomes in global gene regulation.

The large degree of sex bias in gene expression that we detected in macrophages can partly be attributed to the large power we had to detect highly significant sex effects on gene expression even when the absolute effect was small (<20% difference) due to the large sample size (93 female and 114 male samples). This magnitude of sex biased gene expression was previously observed in mouse liver, adipose, muscle, and brain in a similar microarray study using a large F_2_ cohort [13]. In a study of three pools each of male and female mouse blastocyts using 6 two-dye microarrays, only 600 sex biased genes were detected [18], and we suspect this lower level of detection of sex biased gene expression is primarily due to the small sample size and lower power to detect small effects as significant. It may be argued that some of the sex bias in gene expression in the prior study of mouse liver, adipose, muscle, and brain could be environmental rather than genetic, due to the different hormonal and metabolic environment in male and female mice [12], [13]. In contrast, the current study used cells that were grown and differentiated for 2 weeks *ex vivo* prior to RNA preparation, which should increase the genetic component of the sex bias on gene expression by eliminating the differential and fluctuating hormonal environment of the donor mouse. However, we cannot exclude the possibility of long lasting effects of hormones that may alter cell development and thus gene expression profiles.

## Materials and Methods

### Mice

ApoE-deficient mice [34] on the C57BL/6 genetic background were bred ≥10 generations onto the AKR/J and DBA/2J genetic backgrounds. A strain intercross was performed using males and females from both parental strains as previously described [35]. The F_2_ generation mice were sacrificed at 16 weeks of age and bone marrow cells were isolated by lavage of the excised femurs, washed in phosphate buffered saline, plated in Dulbecco's modified Eagle's medium (DMEM) with 0.2% BSA into two 100 mm tissue culture dishes and allowed to adhere for 2 hrs at 37°C. Adherent cells were cultured in DMEM with 10% fetal bovine serum and 20% L-cell conditioned media (as a source of MCSF) for 2 weeks at which point they were confluent bone marrow derived macrophages that expressed macrophage specific transcripts [35].

### Gene Expression Profiling

Total RNA was prepared from macrophages of each mouse using RNAeasy minikits (Qiagen), converted into labeled cRNA, and hybridized to Affymetrix mouse 430v2 oligonucleotide arrays as previously described [35]. MicroArray Suite 5.0 (MAS5.0) software (Affymetrix) was used to compare the 11 perfect matched probes for each element with the mismatched probes and a call of present or absent was made using p<0.05 criteria. The luminosity of each element was normalized to the luminosity of the entire chip. Male and female F_2_ mice were analyzed separately, since sex is know to play a large role in gene expression levels in mouse tissues [12], [13]. Since we were using tissue from a strain intercross, and some transcripts might be absent or low in one of the parental strains, we limited our analysis to transcripts that were called present for at least 1/3 of the mice for each sex. The sex effect on the level of expression of each probe was compared in the combined female and male cohorts by use of the non-parametric Mann-Whitney U test, and unadjusted and Bonferroni corrected p-values were determined.

### Genome Scan and eQTL Analysis

DNA was prepared from frozen spleen of each F_2_ mouse and used for SNP genotyping on a 5K mouse SNP chip, as previously described [15], yielding 1967 SNPs on the 19 autosomes and the x chromosome. A polymorphic marker on the Y chromosome, Zfy2, was also genotyped to confirm the grandparental strain of each F_2_ mouse. Gene expression (not log transformed) and genotype data for each mouse were assembled and analyzed using the r/qtl software package [36], as previously described [15]. To calculate genome wide p-values of the LOD 3.0 and 4.3 thresholds, permutation analysis was performed within r/qtl. Y chromosome LOD scores were derived from the residual sum of squares for the null model (rss0) and the residual sum of squares for the Y chromosome effect (rss1), and calculated from the equation LOD = (n/2)×log10 (rss0/rss1), where n = the sample size.

Expressed Affymetrix probes on the 430v2 chip were batch queried to NetAffx raw data (release 21) using a custom software application (J. Bhasin, manuscript in preparation) to determine the chromosome and Mb position as well as the % identity for each BLAT alignment of the target sequence for each probe. Probes were scored uniquely mapped to the mouse genome if the % identity of the best match was ≥75% and the best match had >5% better identity than the second best match. The majority of the uniquely mapped probes had >95% identity with the best match. Probes that failed this test were assigned as ambiguous. Cis and trans eQTLs assignments were restricted to probes that were mapped uniquely. Cis eQTLs were assigned by the same custom software application if a probe's eQTL was within 20 Mb on the same chromosome as the map position of that probe. All other eQTLs for uniquely mapped probes that did not meet this criteria were assigned as trans eQTLs. eQTLs for ambiguously mapped probes were called ambiguous eQTLs. We observed very high LOD values for several trans eQTLs and did further manual curation that determined these were in fact ambiguous eQTLs due to probe mapping ambiguity. Gene ontology classifications and statistics were performed using GoStat (http://gostat.wehi.edu.au/L) [37].

### Data Access

Expression and genotype data for each mouse is available in a MIAME compliant format in the Gene Expression Omnibus (NCBI) website, accession # GSE8512.

## Supporting Information

Table S1 (2.21 MB XLS)

Table S2 (2.89 MB XLS)

Table S3 (0.02 MB XLS)

Table S4 (0.34 MB XLS)

Table S5 (0.03 MB XLS)

Table S6 (0.08 MB XLS)

Table S7 (1.72 MB XLS)

Table S8 (0.03 MB XLS)

Table S9 (1.42 MB XLS)

Table S10 (0.08 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

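Gene expression was measured in macrophages grown from the bone marrow of F2 mice of an AKR by DBA/2 intercross of apoE-deficient mice, 93 of them female and 114 male, with 1 Affymetrix 430v2 array per mouse. The values are signal intensities that the authors made with MicroArray Suite 5.0, which compares perfect match with mismatch probes and scales each array to its whole chip. They were used as deposited, on a linear scale, for 45037 probe sets, with 64 control probe sets kept apart. The lowest signal was 0.1, the median was 67.4 and no signal was 0 or below. Detection calls are not used here. The number of arrays limits the precision of every mean, and signals near the background limit the fold effects of weak transcripts.

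Each sample was assigned to its sex by its label, and the label was checked against the Xist and Ddx3y signals. The genotype table gives class codes at 1967 markers. Its columns for the 114 males were summarised, and 95 further columns, marked female, were not used, since 93 females have arrays. The mouse codes of the genotypes name no array, so that LOD scores, eQTL counts, cis and trans shares, hotspots, sharing between the sexes, eQTLs under permuted sex and all alternatives planned for them were not analysed here, and the candidates could not be adjusted for the genotype at the hotspot marker. The positions of eQTLs, where used, are those in the part of the paper's supplementary tables that is held here.

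The 22056 probe sets compared between the sexes were chosen by the signal reached in 69 mice. They were compared with a 2-sided Mann-Whitney test (normal approximation with corrections for ties and continuity) in scipy, with a Bonferroni threshold of 0.05, as the paper's methods state, and the fold effect was the ratio of mean signals. Logs were taken of the signal + 1. Confidence intervals are Wilson intervals at 95%. The first principal component was set against the code number with 100000 permutations, and 8 candidates of Table 2 were correlated with 1000 permutations of the mice per candidate. An item of the paper is not reported here. Random splits of the mice, 100 for each comparison with the real one included, were drawn with a fixed seed, for the 24 males as groups picked by array medians after the code numbers were permuted, as were 20 draws for each sample size. The procedure was tested on simulated data with independent normal noise, where 0 unchanged transcripts were called. The simulation held no batches, no drift and no array difference between the sexes. It therefore cannot tell how many calls in the real data come from these. The software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.

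Gene symbols came from an annotation of the array that lists 35890 probe sets, 34958 with 1 symbol and 932 with several, and 34754 matched the reference gene table by gene identifier. The names and chromosomes are those of GRCm38.p6, and no coordinates were used. Probe sets are named in the tables of values and not in the text.

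The test of the sexes, the gene lists, the rule for the genes named and the first set of alternatives were set before the data were examined. The genes named are those the paper names in its results and in Tables 2 and 3, the 8 with the largest ratio in each direction apart from Xist and the Y-linked genes, and up to 4 members of each list with the smallest p; the values in the paper's tables had been seen when this was set. Top2a, Mki67, Cdk1 and the other genes named along the code number, the genes with probe sets in both directions, the examples from Table S10, the trans eQTL transcripts and the genes of the 24 males were chosen after their values were seen.

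The measured genes of 29 lists, 1 probe set per gene out of 10872 genes, were counted past the Bonferroni threshold, over all transcripts and adjusted over the list alone, and compared with all other genes by camera in limma, with a preset correlation of 0.01 and with an estimated one. The lists of T and NK cell markers and of mast cell markers had 0 measured genes, and that of erythroid markers had 1, which did not pass. Counts adjusted over the list alone are given in parentheses. Of 3 Y-linked genes 3 (3) were higher in males. Of 17 macrophage markers 1 (2) was higher in females and 4 (8) in males. Of 5 neutrophil and 3 endothelial markers 0 (0) passed, of 3 B cell markers 0 (1) were higher in females, of 7 osteoclast markers 0 (2) were higher in males, and of 4 dendritic cell markers 1 (1) was higher in males. Of 22 interferon response genes 2 (4) were higher in females and 1 (1) in males, and of 8 genes of class II presentation 1 (3) was higher in males. Of 13 liver X receptor targets 1 (3) was higher in females and 0 (2) in males, and of 12 genes of lipid uptake 0 (2) and 2 (5). Of 24 genes of mitosis 0 (0) passed, and of 23 genes of DNA replication 2 (6) were higher in males. Of 31 proteasome subunits 5 (5) were higher in females and 9 (15) in males, of 42 genes of oxidative phosphorylation 6 (11) and 9 (12), of 26 lysosomal genes 4 (6) and 3 (5), of 20 genes of the endoplasmic reticulum stress response 3 (5) and 5 (7), of 14 heat shock genes 2 (4) and 0 (4), of 39 splicing factors 9 (13) and 9 (10), and of 42 ribosomal proteins 4 (6) and 4 (9). The other lists are given with the results.

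The alternatives tried for the sex comparison were limma on log values, quantile normalization, scaling to the same median, a signal minimum of 100, no minimum, the Benjamini-Hochberg method, array quality as covariates and a minimum fold of 1.2. For the gene lists they were all probe sets of a gene and quantile normalization, and for the candidates Spearman's correlation. Alternatives chosen after the data were seen were the groups by code number, the rank of the code number or the 3′ to 5′ ratios alone as covariates, and leaving out the 24 males.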

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

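The tests of batches within a sex, of the permuted code numbers and of the 24 consecutively numbered males, with the groups picked after permuting, were chosen after the results were seen, and the other tests in this part were set before. The results here are signals in data that the paper does not analyse: the control probe sets and the numbers in the mouse codes.

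Transcripts differed between female and male macrophages at 6874 probe sets, and the hybridization spike-ins, which are added in equal amounts to every sample and carry no sex difference of the mice, passed the same threshold at 7 of 18 probe sets (38.89%), at 8 with quantile normalization and at 4 with every array scaled to the same median. Of 27 probe sets for poly-A spike-ins 4 (14.8%) passed. The real split was the 1 split of 100 with as many transcripts, and the highest of the others had 2, so chance can be excluded. X-linked transcripts were 1.084 times as frequent among the sex-biased as among the tested transcripts, so over all calls they were in little excess. The ratio was 2.218 among the 642 transcripts called in all 9 comparisons of the sexes grouped by code number. X-linked transcripts made up 3.12% of the tested transcripts with a chromosome. They were too few to be most of the calls whatever the ratio, so it cannot test that. Effects of the sex chromosomes on other genes were not tested and stay open. Arrays of the sexes processed apart, which the spike-ins may reflect, and batches of the size seen within a sex, where 4920 transcripts or more passed, both stay open as contributors. A difference in RNA quality cannot be told apart from sex, since the 3′ to 5′ ratios differ with sex: with them as covariates 36.14% of the transcripts called by limma stayed called, while the standard error rose from 0.04 to 0.07.

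The middle probe set for 18S ribosomal RNA, another control, had a mean signal 2.98 times as high in females as in males, 1205 ± 1738 against 405 ± 227 (Mann-Whitney test, p = 6.36e-26). The other probe sets for 18S RNA had ratios of 2.40 and 2.57. The cause was not tested.

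Expression also followed the numbers in the mouse codes: 4920 transcripts passed the threshold between 46 lower-numbered and 47 higher-numbered females, and 6222 between 57 and 57 males. Chance can be excluded, since in each sex the real split was the 1 of 100 with as many transcripts, the highest of the others had 0 in females and 2 in males, and the first component followed the number with a permutation p of 1e-05, the smallest that 100000 permutations give. The correlation over transcripts of the drift in females with that in males was 0.8736, which argues against drifts unrelated between the sexes. A drift of hybridization or scanning stays open, since 44.44% of the spike-ins in females and 88.9% in males passed between lower and higher numbers, although of the 27 poly-A spike-in probe sets, spike-ins of another kind, 0 passed in females and 3 in males. What the numbers stand for is not known, and no biological explanation was tested.

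Transcripts with trans eQTLs at the chromosome 1 hotspot rose and fell together over the males, and 24 males numbered 55 to 78 differed from the other 90 at 4811 transcripts; groups of 24 males picked in the same way, by their array medians after the code numbers were permuted, gave at most 8, the real one being the 1 of 100 with as many, so chance can be excluded. The 24 males also account for 79.57% of the variance of the array medians, against at most 25.42% in 1000 permutations (p = 0.001). Without these 24 males the largest mean correlation of the 8 candidates was 0.03253 in size. There 0% of the other transcripts above 150 MAS5 units had one above 0.2 either, so this low value is not particular to the candidates. By mean absolute correlation the candidates lay at a median percentile of 15.42 among those other transcripts. This percentile argues against variation in the candidates that the hotspot transcripts follow in all males. A set of consecutively numbered arrays that stand apart may therefore account for the correlations. Whether the difference is particular to this hotspot cannot be told apart from one shared by transcripts with trans eQTLs. Between these groups 59.1% of those at the other markers of chromosome 1, which can be linked to this one, and 93.8% of those at this marker passed. Both shares are above the 21.8% of all tested transcripts. A genetic difference between the groups stays open, as untested, because no genotype could be tied to an array.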

How the results depend on the processing

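The comparisons of the sexes grouped by code number, the covariates of code-number rank or of the 3′ to 5′ ratios alone, and leaving out the 24 males were chosen after the results were seen. The number of sex-biased transcripts was within 1.5 times 6874 with limma (6846), quantile normalization (7063), scaling to the same median (7275), a signal minimum of 100 (6640), no minimum (7299), a minimum fold of 1.2 (4921) and without the 24 males (6664). With the code-number rank as a covariate in limma it was 7720. That rank was centred within each sex, so it could not change the difference between the sexes. This count therefore cannot tell whether the drift with the number adds to that difference. Of the 6874 transcripts, 6551 were also called in the same direction by limma, 6140 with quantile normalization and 4874 with scaling to the same median. For the genes named, 1403 of 1610 values kept their side of the threshold, and those past it also kept their direction. Of the others 156 no longer passed but kept their direction, 44 passed that had not, and 7 no longer passed and had the other sign. The direction of values that passed in neither setting was not compared.

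With the Benjamini-Hochberg method, which is less strict by construction, 14161 transcripts passed, 6805 higher in females and 7356 in males, with 13053 between lower- and higher-numbered females and 13886 in males, and 47.16% of the genes with several called probe sets had both directions. With array quality as covariates 2584 transcripts passed, 1230 higher in females and 1354 in males, the X-linked ratio was 1.284, 26.61% of genes had both directions, and 44.09% of the Table S10 calls were higher in females. The log2 ratio of Traf1 was -0.002859 and did not pass. The cause of these changes was not tested. With the 3′ to 5′ ratios alone 3285 passed, 1571 higher in females and 1714 in males, 24.14% of genes had both directions, and 43.21% of the Table S10 calls were higher in females. The log2 ratio then changed sign for Trem2 (0.09303), Traf1 (-0.167), Nsdhl (0.04225), Gla (0.08014) and Hsph1 (-0.02288). None of these passed the threshold in this setting, so no effect was called in the other direction. The cause was not tested.

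With every array scaled to the same median 5753 were higher in females and 1522 in males, 36.53% of genes had both directions, 74.11% of the Table S10 calls were higher in females, and the first component in males followed the number at 0.6521. The log2 ratio of Npc2 changed sign to 0.03387 and did not pass. This scaling raised the median log2 ratio over all transcripts to 0.12 by its construction, since the array medians of the sexes differed. With a minimum fold of 1.2, 2210 were higher in females, as fewer transcripts are called, and 33.21% of genes had both directions; the cause of the lower share was not tested. Without a signal minimum the first component in males followed the number at 0.4827; the cause was not tested.

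Called in the same direction in all 9 comparisons of the sexes grouped by code number were 642 transcripts, 190 higher in females and 452 in males, 193 of at least 2-fold, with an X-linked ratio of 2.218, 12.31% of genes with both directions and 20% of the Table S10 calls higher in females. Fewer mice per comparison and a call needed in each of the 9 lower these counts by construction; the cause of the changed shares was not tested. Of the gene lists, 2 passed with an estimated correlation, 4 with all probe sets of a gene and 7 with quantile normalization, against 6; protein transport was gained with all probe sets (0.01875) and with quantile normalization (0.02343). By Spearman's correlation 1 of the candidates, and without the 24 males 0, had a mean correlation above 0.2 in size. Without the 24 males 0% of the other transcripts above 150 MAS5 units had one above 0.2 either. The fall is therefore not particular to the candidates. Without the 24 males the mean correlation reversed for Hs6st1 (-0.03253), the unknown probe set (-0.01119), Raph1 (0.014) and Unc50 (0.02234). All alternatives for eQTLs, and the candidates adjusted for the hotspot marker, were not run, because the genotypes name no array. Signals near the background of the array limit the fold effects of weak transcripts.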

Differences from the paper's values

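None of 29 values set beside the paper's differed by the rule used, which for a count asks for more than 1.5 times; the highest ratio of 2 counts was 1.23. The paper's total of sex-biased transcripts is 6719, and the total here, with a signal minimum in place of the paper's detection calls, is 6874. The fold effects in the paper's Table 6 sum to 6442 transcripts, 3168 with female and 3274 with male bias, which is below the paper's own total.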

Other observations

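The genes and lists along the code number, the probe sets in both directions, the other probe sets of the genes named and the comparison with the paper's Table S7 were looked at after the first results were seen, and the gene lists themselves were set before.

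Along the code number, the 24 measured genes of mitosis had a median Spearman correlation of -0.81 in females and -0.83 in males, and all 24 were negative in each sex. The median of 23 genes of DNA replication was -0.78 and -0.80, that of 18 genes of cholesterol synthesis -0.50 and -0.74, and that of 12 genes of lipid uptake -0.53 and -0.52. It was 0.49 and 0.66 for 8 genes of class II presentation, 0.61 and 0.72 for 5 neutrophil markers and -0.55 and -0.27 for 22 interferon response genes. Mrc1 had a signal of 10090 ± 2826 in the lower-numbered and 3103 ± 2239 in the higher-numbered females, and 12584 ± 2464 and 4223 ± 3211 in the males. Jak2 had 2653 ± 1512 and 7086 ± 1555 in females and 1792 ± 904 and 5537 ± 2055 in males. Cd74 had 891 ± 561 and 3052 ± 1560 in females and 755 ± 514 and 2758 ± 1435 in males.

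Genes with sex-biased probe sets in both directions were less frequent in the comparisons within a sex. Of genes with several called probe sets 37 of 875 (4.23%) had both directions between lower- and higher-numbered females and 51 of 1196 (4.26%) in males. Between the sexes the share was 46.4% among probe sets whose name has no _s, _x or _a ending and 5.51% among those of at least 1.5-fold.

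In the 24 males numbered 55 to 78, Gstm3 had a signal of 467.2 ± 96.95 against 122.2 ± 32.7 in the other 90, Zzz3 1007 ± 232 against 329 ± 69, and Brd7 947 ± 144 against 1478 ± 136. Of 237 Zfp genes 62 were higher and 2 lower in these males, against 3351 higher and 1460 lower of all 22056 tested transcripts. This list was picked after the values were seen, and its difference from the other transcripts was not tested. Their ratio of the 3′ to the 5′ signal of Gapdh was 0.786 ± 0.029, against 0.792 ± 0.030, and 2 of 18 hybridization spike-ins passed.

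The mean signals in the paper's Table S7, of which 1998 transcripts are held here, equal those of the 114 males to within 0.000472%, and deviate from those of the 93 females by a median of 0.255% and at most 6.59%. Over transcripts, which are not independent replicates, the deviation had a Spearman correlation of 0.247 and 0.293 with the signals of 2 female arrays, whose codes carry an added suffix, and of -0.0591 to 0.0496 with those of the other females.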
